A study of Homo sapiens with 90 samples.

How the data were processed

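The samples were 90 arrays (Illumina HumanHT-12 v4 BeadChip, 1 colour) of total RNA from BxPC-3 cells, with 3 arrays for each arm, cetuximab or negative control, at each of 15 times. According to the labels the cells were starved of serum before time 0, cetuximab was present at 10 µg/ml from time 0, RNA was isolated with RNeasy columns and labelled with biotin by the Illumina TotalPrep kit. The values deposited by the authors are on the log2 scale, an inference from their range of 0.26 to 13.76, since the labels do not state the base. Quartiles were nearly alike in all arrays (medians 4.29 to 4.36, upper quartiles 5.25 to 5.31), so the authors had already normalized between arrays, and the values were used as deposited. The processing notes name limma with no version, and background correction, the method of normalization and any batch adjustment are not given in the sources used here. The number of arrays limits the precision of each value.

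Arrays were grouped by arm and time as the labels give them, and no array was left out. Of 47292 probes, 30096 carried 1 gene symbol in the platform annotation and the others, with several symbols or none, were left out. Dim probes, those with a mean over all arrays under 4.24, the median of the probe means, were left out too, because the value table has no detection p. Of several probes of a gene the one with the highest mean stood for the gene, which left 12735 genes. One linear model with a mean for each of the 30 groups was fitted to all arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 60 residual degrees of freedom), so that all groups share 1 estimate of the spread. Contrasts, two-sided, were cetuximab minus control at each time; their mean over the 7 times from 5 min to 8 h (the early window) and over the 7 days (the late window); late minus early; a linear trend over days 1 to 7; an F test over the 14 times after time 0; and, in controls alone, the mean of days 1 to 7 minus time 0. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes within each contrast.

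There were 31 gene lists, written from general knowledge: ERK pathway output, immediate early genes, EGFR ligands, ERBB receptors and their regulators, other receptor tyrosine kinases, S phase and DNA replication, G2/M and mitosis, CDK inhibitors and quiescence, FOXO targets, ribosome biogenesis and MYC targets, interferon-stimulated genes, antigen presentation, NF-kB and inflammatory cytokines, cholesterol synthesis, fatty acid synthesis, hypoxia and glycolysis, ATF4 and amino acid stress, endoplasmic reticulum chaperones, p53 targets, epithelial genes, mesenchymal genes, squamous differentiation, YAP/TEAD targets, autophagy and lysosome, oxidative phosphorylation, histone genes, ribosomal proteins, housekeeping genes, and markers of fibroblasts, leukocytes and acinar cells. Lists with at least 5 measured members, 30 in number, were tested with camera of limma at a preset correlation of 0.01 between genes, adjusted over the lists within a contrast, and again with an estimated correlation. List tests were planned for the early window, the late window and the controls; those at time 0 and for late minus early were added after the data were seen. Some genes sit in several lists, such as CCN2, AXL and KLF6.

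Genes were named by rule: the 10 largest rises and 10 largest falls with the same sign on all 7 days in the late window, 5 and 5 by the same rule in the early window and in the controls, 5 and 5 for late minus early, 3 and 3 for the trend, 2 and 2 at each time, up to 4 members of a list with the largest absolute change, and always EGFR, ERBB2, ERBB3, DUSP6, SPRY4, EGR1, FOS, MYC, CCND1, CDKN1B, MKI67, VIM and CDH1. COL1A1 in the late window, ETV5 and FOSL1 at time 0, and the values at time 0 of other genes named in a window were added after their values were seen. The contrasts, thresholds, lists, naming rule and most alternatives were fixed before the data were examined.

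Alternatives changed 1 choice at a time: median centring, quantile normalization, no filter, a stricter filter, the mean of a gene's probes, array weights, eBayes with a trend and a robust prior, only the arrays of the groups compared, a replicate block in 3 forms, leaving out each replicate number, and, for lists, an estimated correlation and the self-contained test fry. Added after the data were seen were the windows relative to time 0, leaving out each time of a window or each array, and control time 0 to 2 h as the base of the controls. The labels number the replicates in both arms but do not state what the numbers stand for. The number 4 is carried by 2 arrays, cetuximab at 2 h and control at 4 h, so the arms hold different numbers at these times. The numbers were therefore not used as a block in the model and were tried as one among the alternatives. The procedure was tested on simulated data with 200 changed genes: in the late window 94.0% of genes changed by 0.25 and 100% of those changed by 0.5 were called, in the early window 89.6% and 100%, for late minus early 68.7% and 98.5%, at a single time 7.46% and 58.2%. All genes changed by 1 at a single time were called; the F test called 59.7% of genes changed by 0.25. A trend of 0.1 per day was called in 71.6% of genes and a change of 0.5 in the controls in 94.0%. Both of 2 lists shifted by 0.2 were called, and 0 others. Unchanged genes made up from 3.26% (late minus early) to 8.63% (trend) of the calls. The noise was drawn independently for each gene and array, so these rates do not cover correlated genes or replicates that deviate together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.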

Results

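Transcript levels were measured on 90 arrays of total RNA from BxPC-3, an established line of human pancreatic adenocarcinoma cells. Serum-starved cells received cetuximab, an antibody that blocks the epidermal growth factor receptor EGFR, at 10 µg/ml from time 0, or served as negative controls. The arrays formed 30 groups of 3: both arms at time 0, at 5, 10 and 30 min, at 1, 2, 4 and 8 h, and on days 1, 2, 3, 4, 5, 6 and 7, or 45 arrays per arm. Array medians lay between 4.29 and 4.36 on the log2 scale, and 60.8% of all values lay between 3.5 and 4.5, the level of background. Pearson's r between replicate arrays of a group ran from 0.982 to 0.994 across probes, which are not independent of each other. The number of arrays limits the precision of each value. The labels do not say whether replicates came from separate cultures, so each p-value measures only the spread between these samples, which may be technical. Differences are given as log2 values, cetuximab minus control, ± SE unless another error is named, and 12735 genes were tested in each comparison.

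The control arm showed what untreated cells did from time 0 to the mean of days 1 to 7, with 3 arrays at time 0 and 21 on the days. FOSB, FOS and ATF3, transcription factors of the immediate early response, changed by -5.33 ± 0.089, -3.76 ± 0.089 and -4.92 ± 0.12. CCN2, a matricellular growth factor, changed by -4.33 ± 0.089 and DUSP1, a MAP kinase phosphatase, by -3.94 ± 0.070. The antimicrobial peptide gene DEFB1 rose by 3.18 ± 0.067, the mitotic kinesin KIF20A by 2.88 ± 0.072, the galectin LGALS1 by 2.37 ± 0.094, the aldehyde dehydrogenase ALDH7A1 by 2.34 ± 0.061 and the cell cycle phosphatase CDKN3 by 2.29 ± 0.073. The largest adjusted p among these 10 genes (limma) was 1.54e-33, for LGALS1, and the naming rule admitted only genes with 1 sign on all 7 days. EGFR itself changed by -0.85 ± 0.081 (adjusted p = 1.54e-14).

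Gene groups moved together in the controls, and 20 of 30 lists passed the test of limma, 7 upward and 13 downward, all 20 also with an estimated correlation. All 36 measured G2/M and mitosis genes rose, with a median of 1.58, and DLGAP5, NUSAP1 and BIRC5 stood at 2.13, 2.04 and 2.04 (adjusted p of the list 9.34e-40, limma). All 21 measured immediate early genes fell, with a median of -2.62 (adjusted p = 1.85e-37). In these 2 lists the counts adjusted over the list alone were 36 and 21 as well. S phase and DNA replication genes rose in 30 of 35 cases (31 adjusted over the list alone), such as TK1 at 1.56, and interferon-stimulated genes in 17 of 25 (17 over the list alone), such as IFITM1 at 1.87 (adjusted p = 3.34e-12 and 8.25e-09). Among the hypoxia and glycolysis genes 17 of 23 fell (19 over the list alone), such as NDRG1 at -1.54 (adjusted p = 8.79e-09). Of the ATF4 and amino acid stress genes 17 of 22 fell (18 over the list alone), such as the asparagine synthetase ASNS at -1.82 (adjusted p = 1.61e-09). The ERK pathway output genes fell in 14 and rose in 2 of 21 cases, also over the list alone, with DUSP5 at -2.47 (adjusted p = 1.60e-08), and the YAP/TEAD targets fell in 10 and rose in 2 of 18 cases (11 and 2 over the list alone; adjusted p = 2.94e-06). Cholesterol synthesis genes rose in 12 of 18 cases and oxidative phosphorylation genes in 19 of 23, also over each list alone, such as ACAT2 at 1.89 and ATP5MC1 at 0.76 (adjusted p = 2.83e-05 and 1.06e-07). In total 5866 genes changed in the controls, 3176 upward and 2690 downward, with a median absolute change of 0.41. The count rests on the 3 control arrays of time 0 as base, and with the controls of time 0 to 2 h as base it was 8589.

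**Figure D1:**
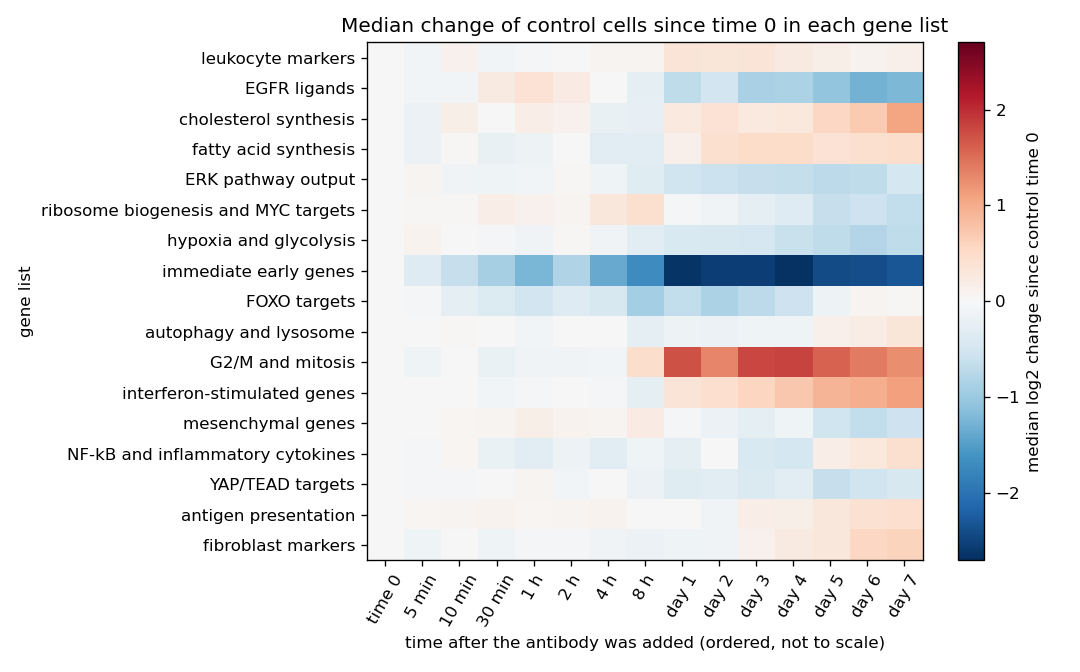
Median log2 change of control cells since control time 0 (colour) for 17 gene lists at each of 15 times, ordered and not to scale. Immediate early genes lie at -2.65 on day 1 and G2/M genes at 1.72.

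At time 0, when the antibody was added according to the labels, the arms already differed. FOS stood at 11.30 ± 0.29 (SD, n = 3) in the cetuximab arm against 9.79 ± 0.071 in the controls, a difference of 1.51 ± 0.12. SPRY1, an inhibitor of receptor tyrosine kinase signalling, was higher by 1.12 ± 0.12, and TNFAIP3, an inhibitor of NF-kB signalling, differed by -1.29 ± 0.13. SATL1 differed by -1.15 ± 0.25, a call that was lost without replicate 2 (adjusted p = 0.511). Of the NF-kB and inflammatory cytokine genes 6 of 17 were lower, or 6 with 1 higher adjusted over the list alone, among them IL1B at -0.89 and CXCL8 at -0.81 (adjusted p of the list 9.72e-09, limma). ERK pathway output genes went both ways, with 6 of 21 lower and SPRY1 higher, in the same numbers adjusted over the list alone; the ephrin receptor EPHA2 stood at -0.90, the phosphatases DUSP5 and DUSP4 at -0.67 and -0.60 (adjusted p of the list 0.00181).

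Further lists passed at time 0, all downward. Squamous differentiation gave 2 of 18 lower (5 adjusted over the list alone), with SPRR1B at -0.66 (adjusted p = 5.52e-05). Cholesterol synthesis gave 1 of 18 (6 over the list alone), with the squalene epoxidase SQLE at -0.38 (adjusted p = 0.000136), and EGFR ligands 2 of 5 (2 over the list alone), with EREG at -0.74 (adjusted p = 0.00790). Immediate early genes had 6 lower and 2 higher of 21, or 8 and 3 adjusted over the list alone, with adjusted p = 0.00582, and adjusted p = 0.139 with an estimated correlation. YAP/TEAD targets had 3 of 18 lower (4 over the list alone), CCN1 at -0.72, with adjusted p = 0.0306, and adjusted p = 0.0819 with an estimated correlation. In total 316 genes differed at time 0, 162 higher and 154 lower with cetuximab. Without replicates 1 and 2 the count was 120 and 42, and it was 48 with the 6 arrays of time 0 alone; without cetuximab replicate 1 or 2 or control replicate 3 of this time it was 197, 131 and 159.

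The early window asked what differed on average from 5 min to 8 h, with 21 arrays per arm. The shifts were small, with no gene over 0.5. CXXC5, a zinc finger protein of Wnt signalling, was higher by 0.40 ± 0.053, the RNA-binding protein HNRNPL by 0.34 ± 0.051, CUEDC1 by 0.32 ± 0.064, the Polycomb component RYBP by 0.31 ± 0.076 and NFKBIA, an inhibitor of NF-kB, by 0.31 ± 0.050. The cytoskeletal linker PLEC differed by -0.39 ± 0.045, EPHA2 by -0.38 ± 0.046, the scaffold protein AHNAK by -0.37 ± 0.061, the dynein heavy chain DYNC1H1 by -0.35 ± 0.055 and the transcription factor SOX7 by -0.34 ± 0.046. The largest adjusted p among these 10 (limma) was 0.00405, for RYBP, whose call was lost without replicate 2 or 3 (adjusted p = 0.210 and 0.0891), and the naming rule admitted only genes with 1 sign at all 7 times. EPHA2 had stood at -0.90 at time 0.

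EGR1, a transcription factor induced through ERK, fell by 0.40 (SE 0.052, adjusted p = 9.42e-08) in the early window. SPRY4, a feedback inhibitor of the pathway, changed by -0.29 ± 0.044 (adjusted p = 3.64e-06), MYC by -0.17 ± 0.038 (adjusted p = 0.00144), the cyclin CCND1 by -0.10 ± 0.029 (adjusted p = 0.0198) and FOS by -0.14 ± 0.044 (adjusted p = 0.0267). MYC and CCND1 were lower at all 7 times, EGR1 at 6, SPRY4 at 5 and FOS at only 4. At time 0 FOS had been higher by 1.51. EGFR changed by -0.16 ± 0.041 (adjusted p = 0.00411) and the cadherin CDH1 by -0.17 ± 0.037 (adjusted p = 0.000649). The phosphatase gene DUSP6 stood at -0.10 ± 0.069 (adjusted p = 0.461), ERBB2 at 0.017, ERBB3 at 0.20, CDKN1B at 0.085, MKI67 at -0.035 and VIM at -0.10, none past the test. With the mean of a gene's probes EGFR stood at -0.046 (adjusted p = 0.515) and MYC at -0.11 (adjusted p = 0.110). The call of CCND1 was lost without replicate 1, 2 or 3 (adjusted p = 0.0679, 0.245 and 0.239), as was that of FOS (0.186, 0.0740 and 0.202), that of EGFR without 2 or 3 (0.0882 and 0.122), that of MYC without 2 (0.118) and that of CDH1 without 3 (0.112).

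Histone genes rose in the early window: 8 of 13 were higher, also adjusted over the list alone, with a median of 0.13 (adjusted p = 7.97e-09, limma), among them H4C3 at 0.31, H4C14 at 0.22 and H2AC18 at 0.20. ERK pathway output fell in 4 of 21 genes (10 over the list alone), including DUSP5 at -0.23, with a median of -0.085 (adjusted p = 2.89e-06). EGFR ligands were lower for 3 of 5 genes, NRG1 at -0.19, HBEGF at -0.19 and TGFA at -0.18; adjusted over the list alone 3 were lower and 1 higher, BTC at 0.15 (adjusted p = 0.0230, and 0.121 without replicate 2). Of the immediate early genes 7 of 21 fell and ATF3 rose by 0.24, or 9 and 2 over the list alone (adjusted p = 0.00254; adjusted p = 0.109 with an estimated correlation). Mesenchymal genes fell in 4 of 14 cases, or 8 with 2 up over the list alone, such as the membrane-cytoskeleton linker MSN at -0.28 (adjusted p = 0.0247; adjusted p = 0.0535 with an estimated correlation, and 0.294 without the filter on dim probes). Interferon-stimulated genes rose in 4 of 25 cases, also over the list alone, such as XAF1 at 0.15 (adjusted p = 0.0471; adjusted p = 0.332 with an estimated correlation, 0.349 without replicate 2 and 0.0625 without replicate 4). The medians at time 0 had been -0.063 for ERK pathway output, -0.17 for immediate early genes and -0.25 for EGFR ligands, against -0.085, -0.087 and -0.18 in the early window. Histone genes had a median of 0.041 at time 0 (adjusted p = 0.132, limma). Their mean was 0.10 at time 0 against 0.14 in the early window. Thus 6 of 30 lists passed and 3 of them, histone genes, ERK pathway output and EGFR ligands, also with an estimated correlation. When arrays were assigned to the arms at random within each time, up to 6 lists passed, so passing does not by itself secure any single list.

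In total 1280 genes differed in the early window, 521 higher and 759 lower with cetuximab, with a median absolute difference of 0.14, and 1252 of them had the same sign in each of replicates 1 to 3, an agreement that calling them on the same arrays favours. Measured relative to the difference at time 0 the count was 162. Without replicates 1, 2 and 3 it was 751, 309 and 763.

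At single early times, with 3 arrays per arm, few genes passed. The small nucleolar RNA host gene SNHG9 was higher by 0.47 ± 0.089 at 5 min (adjusted p = 0.0163, limma), the only gene past the test of 788 with an unadjusted p under 0.05. TAF5L differed by -0.56 ± 0.11 at 10 min (adjusted p = 0.0397), again the only gene, of 861. At 30 min 16 genes passed (4 higher, 12 lower; 1100 unadjusted), and EGR1 differed by -0.70 ± 0.14 and KLHL28 by -0.59 ± 0.12 while SNORD104 rose by 0.45 ± 0.10 and BCL7C, a chromatin remodelling subunit, by 0.38 ± 0.070. At 1 h 39 passed (26 and 13; 1255 unadjusted), with ATF3 at 0.75 ± 0.16, the death ligand TNFSF10 at 0.62 ± 0.12, SOX7 at -0.63 ± 0.12 and RPL37 at -0.54 ± 0.12. At 2 h 52 passed (14 and 38; 878 unadjusted): the Ras-related RASD1 differed by -1.02 ± 0.10 and ANGPTL4, an inhibitor of lipoprotein lipase, by -0.86 ± 0.12, while CXXC5 rose by 0.64 ± 0.14 and the ubiquitin ligase FBXO32, a FOXO target, by 0.62 ± 0.11. At 4 h 218 passed (118 and 100), with ATF3 at 0.84 ± 0.16, NINJ1 at 0.80 ± 0.090, the anthrax toxin receptor ANTXR2 at -0.78 ± 0.085 and the semaphorin receptor NRP1 at -0.68 ± 0.13. At 8 h 64 passed (38 and 26; 1202 unadjusted), with ICAM4 at 0.74 ± 0.12, the splicing kinase SRPK2 at 0.74 ± 0.16, EGR1 at -0.72 ± 0.14 and RGS4, which curbs G protein signalling, at -0.70 ± 0.15. The largest adjusted p among the genes named at 30 min to 8 h was 0.0471, for SNORD104.

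These early single-time counts rested on few arrays. With the 6 arrays of a time alone 0 genes passed at 5, 10 and 30 min and at 1, 2, 4 and 8 h (limma), and each gene named at 5, 10 or 30 min, 1 h or 8 h, such as EGR1, lost its call without replicate 2 and without replicate 3 (adjusted p = 0.543 and 0.409 for EGR1 at 30 min). Without replicate 2 the counts were 0 at 5, 10 and 30 min, 1 at 1 h, 7 at 2 h, 9 at 4 h and 0 at 8 h. Leaving out 1 array moved the count at 5 min to 2 without cetuximab replicate 1. At 30 min it was 7, 3 and 3 without cetuximab replicate 1, 2 and 3 and 2 and 0 without control replicate 2 and 3. At 1 h it was 60, 6 and 0 without cetuximab replicate 1, 2 and 3 and 7 and 25 without control replicate 1 and 3. At 2 h it was 21 and 26 without cetuximab replicate 2 and control replicate 1. At 4 h it was 85, 79, 88 and 61 without cetuximab replicate 1 and 2 and control replicate 2 and 4. At this time the control arm held number 4 in place of 1, so the arms did not carry the same replicate numbers. The same holds at 2 h, where number 4 stood in the cetuximab arm. At 8 h it was 38, 32, 8 and 29 without cetuximab replicate 1 and 2 and control replicate 2 and 3. Without the filter on dim probes the counts were 0 at 10 min (limma), 3 at 30 min, 123 at 4 h and 38 at 8 h. With the mean of a gene's probes, calls were lost for TAF5L (-0.23, adjusted p = 0.677), BCL7C (0.18, 0.417), KLHL28 (-0.27, 0.451), RPL37 (-0.28, 0.200), ICAM4 (0.11, 0.770) and SRPK2 (0.43, 0.147). SNORD104 at 30 min lost its call with the mean of probes (0.0600), without the filter (0.106) and with quantile normalization (0.0632), and TAF5L without the filter (0.0821) and with median centring (0.0573). At 30 min 25% of the called genes were higher, against 36.4% of 11 after median centring. The calls of CXXC5 and FBXO32 at 2 h and of ATF3 and NRP1 at 4 h were also lost without replicate 2 (adjusted p = 0.411, 0.170, 0.184 and 0.110), and that of CXXC5 without replicate 1 or 4 (0.381 and 0.222).

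**Figure D2:**
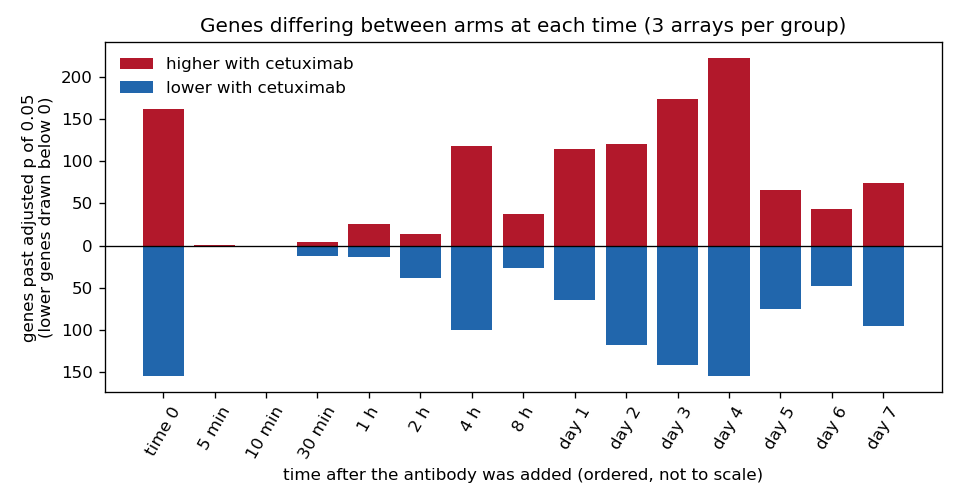
Number of genes past an adjusted p of 0.05 at each of 15 times (x axis, ordered and not to scale), higher with cetuximab above 0 and lower below it, 3 arrays per group. The bars are tallest on day 4 (222 and 155) and reach 162 and 154 at time 0.

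The late window asked what differed on average over days 1 to 7, with 21 arrays per arm. TAGLN, an actin-binding protein of contractile cells, was higher by 1.19 ± 0.040, the deiodinase DIO2, which activates thyroid hormone, by 0.90 ± 0.048, the intracellular chloride channel CLIC3 by 0.84 ± 0.040, the mitochondrial protein gene COXFA4L3 by 0.77 ± 0.037 and the retinaldehyde dehydrogenase ALDH1A1 by 0.67 ± 0.045. OLR1, a receptor of oxidised lipoprotein, rose by 0.66 ± 0.040, the N-cadherin gene CDH2 by 0.66 ± 0.044, the ubiquitin-like UBD by 0.63 ± 0.061, the matricellular protein THBS1 by 0.61 ± 0.051 and the endothelin EDN1 by 0.61 ± 0.049. In the other direction the receptor gene IL1RL1, whose ligand is an alarmin, differed by -1.09 ± 0.043, EGR1 by -0.99 ± 0.052, the hyaluronan synthases HAS3 and HAS2 by -0.86 ± 0.036 and -0.69 ± 0.045, and the interstitial collagenase MMP1 by -0.82 ± 0.11. The heparan sulfate sulfotransferase HS3ST1 changed by -0.74 ± 0.037, the hyaluronan-degrading CEMIP by -0.71 ± 0.046, the protease inhibitor SERPINB3 by -0.71 ± 0.050, the kallikrein KLK13 by -0.64 ± 0.060 and the claudin CLDN8 by -0.61 ± 0.043. The largest adjusted p among these 20 genes (limma) was 5.40e-09, for MMP1, and the naming rule admitted only genes with 1 sign on all 7 days. TAGLN stood at 8.57 ± 0.085 (SD, n = 3) on day 4 against 6.78 ± 0.17 in the controls, but at time 0 the difference had been -0.50, and that of THBS1 -0.59.

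**Figure D3:**
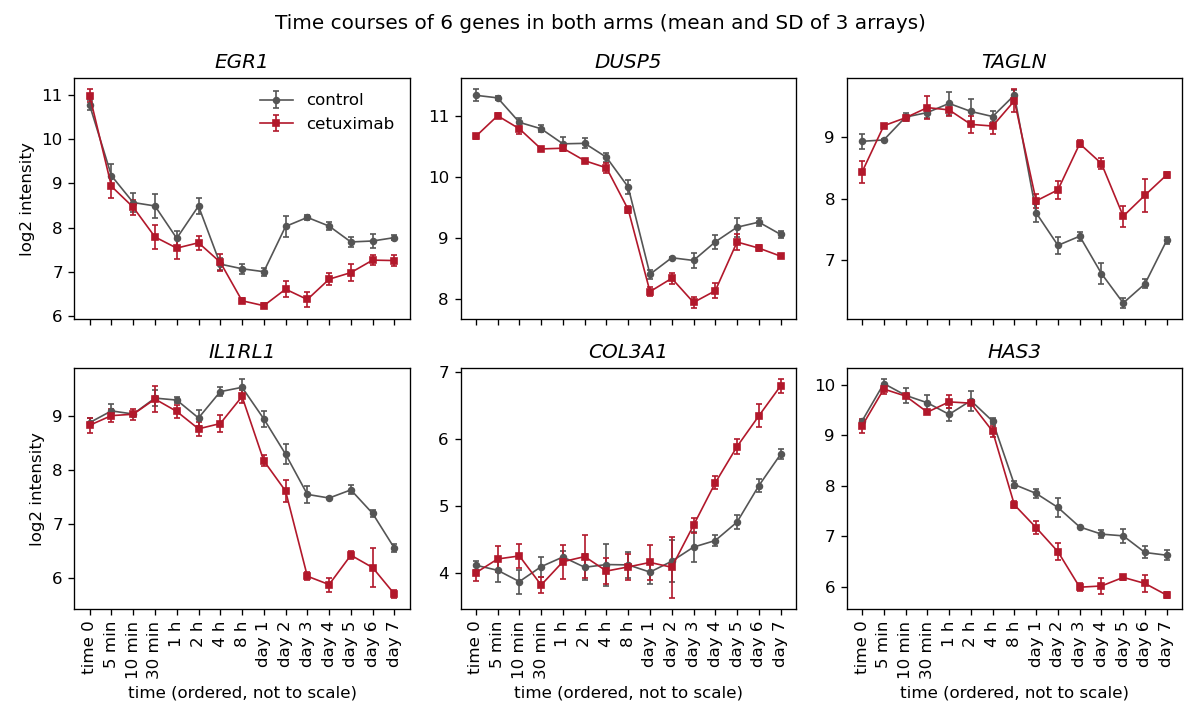
Log2 intensity (y axis) of EGR1, DUSP5, TAGLN, IL1RL1, COL3A1 and HAS3 in control (grey) and cetuximab (red) cells at 15 times (x axis, ordered and not to scale), mean and SD of 3 arrays. IL1RL1 stood at 5.88 on day 4 with cetuximab against 7.48 in controls, and DUSP5 at 10.67 against 11.35 at time 0.

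Among genes of the EGFR pathway followed by design, FOS fell by 0.61 (SE 0.044, adjusted p = 2.19e-18) over the days, MYC by 0.32 (SE 0.038, adjusted p = 1.93e-10), SPRY4 by 0.27 (SE 0.044, adjusted p = 1.47e-06) and DUSP6 by 0.26 (SE 0.069, adjusted p = 0.00512; 0.127 without replicate 1). The receptor genes ERBB3 and ERBB2 rose by 0.30 ± 0.094 and 0.13 ± 0.038 (adjusted p = 0.0236 and 0.0115), while EGFR stood at -0.017 ± 0.041 (adjusted p = 0.875). CCND1 rose by 0.087 ± 0.029 (adjusted p = 0.0321) and the intermediate filament gene VIM by 0.12 ± 0.038 (adjusted p = 0.0254). The proliferation marker MKI67 stood at 0.028, the CDK inhibitor CDKN1B at 0.090 and CDH1 at 0.085, none past the test. With the mean of a gene's probes ERBB3 stood at 0.090 (adjusted p = 0.183) and ERBB2 at 0.037 (adjusted p = 0.558). The call of ERBB2 was lost without replicate 1 (adjusted p = 0.365), that of ERBB3 without 1 or 3 (0.0583 and 0.270), that of VIM without 2 or 3 (0.128 and 0.276), and that of CCND1 without 1, 2 or 3 (0.153, 0.149 and 0.221), with quantile normalization (0.0746) and without the filter (0.0608).

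ERK pathway output was lower on average over the days: 10 of 21 measured members fell and 1 rose, or 11 and 1 adjusted over the list alone, with a median of -0.10 (adjusted p = 2.96e-11, limma). Its median on days 1 to 7 was -0.26, -0.24, -0.18, -0.13, -0.024, 0.0096 and -0.075. FOSL1 stood at -0.45, DUSP5 at -0.45, DUSP4 at -0.45 and the ETS factor ETV5 at -0.41; at time 0 these genes had differed by -0.53, -0.67, -0.60 and 0.011. Immediate early genes fell in 7 and rose in 4 of 21 cases (8 and 5 over the list alone), with FOSB at -0.47 but CCN2 at 0.55 (adjusted p = 0.00334; adjusted p = 0.0774 with an estimated correlation). EGFR ligands fell in 2 of 5 cases (3 over the list alone), HBEGF at -0.41 and NRG1 at -0.19 (adjusted p = 0.000224), with a median of -0.13 against -0.25 at time 0.

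Both lists of lipid synthesis passed downward. Cholesterol synthesis fell in 8 of 18 cases (10 adjusted over the list alone), SQLE and the synthase HMGCS1 both at -0.27, ACAT2 at -0.25 (adjusted p = 2.09e-06, limma), and its median on days 1 to 7 was -0.21, -0.14, -0.074, -0.013, -0.0014, 0.017 and -0.48, against -0.14 at time 0. Fatty acid synthesis fell in 5 of 11 cases (6 over the list alone), the synthase FASN at -0.26 and the citrate lyase ACLY at -0.24 (adjusted p = 5.23e-05). Ribosome biogenesis and MYC targets fell in 5 of 21 cases (10 over the list alone), NOLC1 at -0.20 (adjusted p = 0.000224). Hypoxia and glycolysis fell in 8 of 23 cases, or 11 over the list alone, the carbonic anhydrase CA12 at -0.58 and the hexokinase HK2 at -0.25, while the peptide hormone ADM rose by 0.39 (adjusted p = 0.000877). Leukocyte markers fell in 3 of 6 cases, also over the list alone, the lysosomal CD68 at -0.21 (adjusted p = 0.0181, and 0.0690 without the filter).

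The fibroblast, mesenchymal and YAP/TEAD lists passed upward. Fibroblast markers rose in 4 of 7 cases, also adjusted over the list alone, with a median of 0.24 (adjusted p = 5.08e-06, limma): the collagens COL3A1 at 0.63 and COL5A1 at 0.34, the fibulin FBLN1 at 0.34 and the proteoglycan LUM at 0.24, while COL1A1 stood at 0.075. The LUM probe had a mean of 4.26, within the range of background, and the other LUM probe stood at 0.0042 ± 0.070. COL3A1 reached 6.79 ± 0.10 (SD, n = 3) on day 7 against 5.77 ± 0.077 in the controls. Mesenchymal genes rose in 6 and fell in 2 of 14 cases (7 and 3 over the list alone), with the actin gene ACTA2 at 0.32 and the cadherin CDH11 at -0.34 (adjusted p = 0.000224). TAGLN at 1.19 and CDH2 at 0.66, named above, are members of this list and its largest rises. Its median was 0.070 against a mean of 0.15. YAP/TEAD targets rose in 8 and fell in 1 of 18 cases (9 and 2 over the list alone), CCN2 at 0.55, the growth factor TGFB2 at 0.43 and CCN1 at 0.26 (adjusted p = 8.22e-05). RNA28SN5, the large ribosomal RNA, differed by 0.58 ± 0.17 over the same days (adjusted p = 0.0139) and stood at -0.40 ± 0.17 in the early window (adjusted p = 0.140).

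Lists of antigen presentation, interferon-stimulated genes, NF-kB genes, G2/M genes, FOXO targets and autophagy passed upward too. Antigen presentation rose in 7 of 13 cases, or 8 with 1 down over the list alone, HLA-B at 0.26 and the peptide transporter TAP1 at 0.21 (adjusted p = 0.000488, limma). Interferon-stimulated genes rose in 9 and fell in 2 of 25 cases (11 and 2 over the list alone), IFI6 at 0.48 and IFI27 at 0.42 (adjusted p = 0.000833). NF-kB and inflammatory cytokines rose in 6 and fell in 2 of 17 cases (8 and 2 over the list alone), the lymphotoxin LTB at 0.50 and the chemokine CXCL1 at 0.30, but IL1B at -0.31 (adjusted p = 0.0262). G2/M and mitosis genes rose in 7 of 36 cases, also over the list alone, with a median of 0.048, CKAP2L at 0.19 and the phosphatase CDC25C at 0.18 (adjusted p = 0.00304). FOXO targets rose in 8 and fell in 3 of 20 cases, also over the list alone, PIK3IP1, an inhibitor of PI3 kinase, at 0.53 and TRIB1 at -0.29 (adjusted p = 0.0233; adjusted p = 0.101 with an estimated correlation). Autophagy and lysosome genes rose in 3 and fell in 1 of 20 cases, also over the list alone, GABARAPL1 at 0.35 and the cathepsin CTSB at 0.27 (adjusted p = 0.0490; adjusted p = 0.233 with an estimated correlation, 0.0527 after median centring, 0.0707 without replicate 1 and 0.122 without replicate 3).

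The other lists did not pass in the late window. Their adjusted p (limma) was 0.145 for ERBB receptors and their regulators, 0.249 for other receptor tyrosine kinases, 0.355 for S phase and DNA replication, 0.638 for CDK inhibitors and quiescence, 0.25 for ATF4 and amino acid stress and 0.950 for endoplasmic reticulum chaperones. It was 0.638 for p53 targets, whose median of 0.0091 and mean of -0.013 differ in sign, 0.468 for epithelial genes, 0.482 for squamous differentiation, 0.639 for oxidative phosphorylation, 0.330 for histone genes, 0.482 for ribosomal proteins and 0.258 for housekeeping genes. Of the acinar markers, with 3 measured members too few to test, none passed, and CPB1 stood at -0.074. Thus 17 of 30 lists passed, 9 upward and 8 downward, and 14 of them also with an estimated correlation. When arrays were assigned to the arms at random within each time, up to 14 lists passed in this window. Passing the test therefore does not by itself secure any single list.

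In total 1700 genes differed over the days, 941 higher and 759 lower with cetuximab, with a median absolute difference of 0.16, and 1675 had the same sign in each of replicates 1 to 3, which the call on the same arrays favours. Of these, 46 genes exceeded 0.5 and 2 exceeded 1. The median of a list that passed had the other sign on single days for FOXO targets (-0.044 and -0.041 on days 5 and 6), ribosome biogenesis (0.041 on day 5), interferon-stimulated genes (-0.0055 on day 5), NF-kB genes (-0.084 on day 1), autophagy (-0.027 and -0.00081 on days 5 and 7), leukocyte markers (0.012 on day 4), and ERK pathway output and cholesterol synthesis (0.0096 and 0.017 on day 6). The count was 465 relative to the difference at time 0 and 920 without replicate 2.

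**Figure D4:**
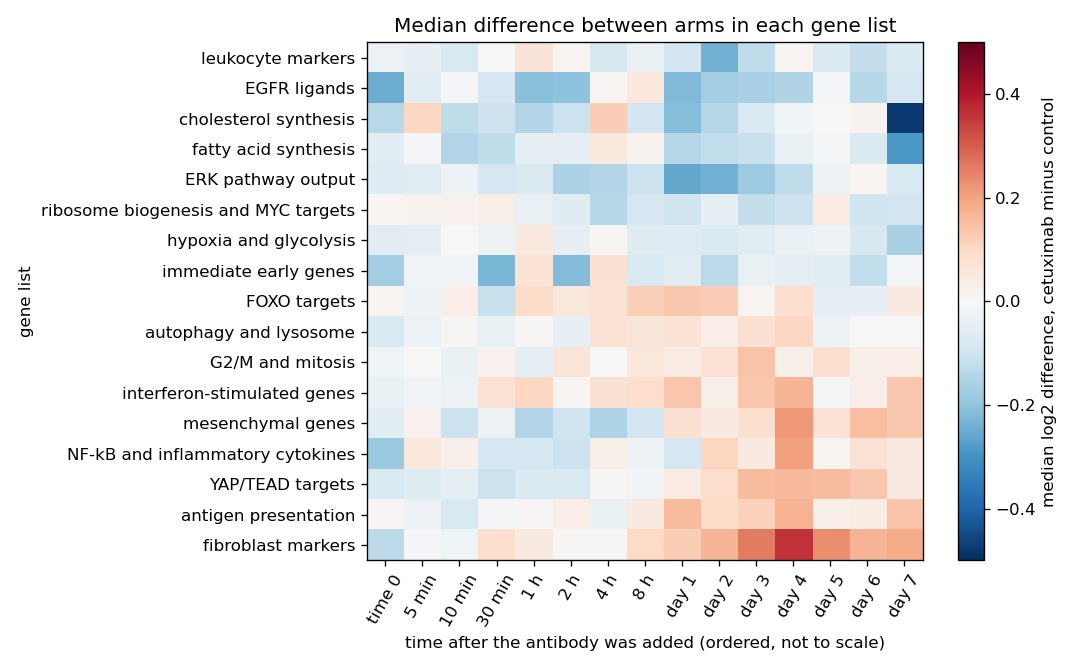
Median log2 difference between arms, cetuximab minus control (colour), for the 17 lists that passed in the late window at each of 15 times, ordered and not to scale. Cholesterol synthesis lies at -0.48 on day 7 and 0.017 on day 6, and NF-kB genes lie at -0.18 at time 0.

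On single days, with 3 arrays per arm, the extremes shifted between genes. On day 1 the lysyl oxidase LOXL4 was higher by 0.94 ± 0.089 and CXXC5 by 0.91 ± 0.14, while GIMAP4 differed by -1.04 ± 0.16 and the G protein subunit GNG11 by -0.81 ± 0.13. On day 2 COXFA4L3 stood at 1.17 ± 0.10, DIO2 at 1.04 ± 0.13, EGR1 at -1.42 ± 0.14 and MMP1 at -1.29 ± 0.28, whose call was lost without replicate 2 (adjusted p = 0.371). On day 3 EGR1 differed by -1.86 ± 0.14 and IL1RL1 by -1.51 ± 0.11 while DIO2 rose by 1.57 ± 0.13 and TAGLN by 1.51 ± 0.11. On day 4 TAGLN stood at 1.79 ± 0.11, DIO2 at 1.46 ± 0.13, IL1RL1 at -1.60 ± 0.11 and KLK13 at -1.33 ± 0.16. On days 5, 6 and 7 TAGLN stood at 1.41 ± 0.11, 1.44 ± 0.11 and 1.07 ± 0.11, COL3A1 at 1.13 ± 0.16, 1.04 ± 0.16 and 1.02 ± 0.16 and IL1RL1 at -1.21 ± 0.11, -1.0 ± 0.11 and -0.85 ± 0.11. SPP1, the osteopontin gene, stood at -1.12 ± 0.13 and -0.96 ± 0.13 on days 5 and 6, and the serine synthesis gene PSAT1 at -0.84 ± 0.10 on day 7. The largest adjusted p among these (limma) was 0.00278, for MMP1.

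The counts on days 1 to 7 were 179 (114 higher, 65 lower), 239 (121, 118), 315 (174, 141), 377 (222, 155), 141 (66, 75), 92 (44, 48) and 169 (74, 95). With the 6 arrays of a day alone they were 1, 15, 71, 110, 39, 15 and 16, and on day 5 46.8% of the called genes, such as TAGLN, were higher, against 36.1% of 158 after median centring. Cetuximab replicate 3 of day 5 had the highest median of all arrays, 4.36, against 4.29 and 4.30 in cetuximab replicates 1 and 2 of that day. Without replicate 1, 2 or 3 each of these counts dropped by over 1.5 times, most without replicate 2, with 52, 58, 121, 157, 53, 17 and 40 genes on days 1 to 7. Leaving out 1 array moved the count on day 1 to 111 without control replicate 2, on day 2 to 130 and 157 without control and cetuximab replicate 2, on day 6 to 44, 42 and 52 without control replicate 2 and cetuximab replicate 2 and 3, and on day 7 to 107, 106 and 89 without control replicate 1 and 2 and cetuximab replicate 1.

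The difference between the windows, late minus early, was tested gene by gene. TAGLN differed by 1.23 ± 0.057, THBS1 by 0.85 ± 0.072, DIO2 by 0.79 ± 0.068 and CLIC3 by 0.72 ± 0.057, all more positive on the days. IL1RL1 differed by -0.91 ± 0.061, HAS3 by -0.75 ± 0.051, SERPINB3 by -0.75 ± 0.070, CA12 by -0.71 ± 0.059 and MMP1 by -0.69 ± 0.15, all more negative. RNA28SN5 differed by 0.98 ± 0.24 (adjusted p = 0.00472, limma), the largest adjusted p among these 10, and its call was lost without replicate 2 or 3 (adjusted p = 0.0703 and 0.0967), that of MMP1 without 1 or 2 (0.0537 and 0.113). EGR1 differed by -0.59 ± 0.073 and CDH1 by 0.26 ± 0.052, the latter call lost without replicate 3 (adjusted p = 0.102), while EGFR stood at 0.15 ± 0.058 (adjusted p = 0.122). FOS differed by -0.46 ± 0.063 and VIM and CCND1 by 0.22 ± 0.054 and 0.18 ± 0.041, the calls of VIM and CCND1 lost without replicate 3 and that of CCND1 without 2 (adjusted p = 0.203, 0.0936 and 0.0569).

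Among the lists, mesenchymal genes were more positive on the days for 7 of 14 members (7 up and 1 down adjusted over the list alone), such as TAGLN at 1.23 and CALD1 at 0.39 (adjusted p = 2.77e-08, limma). YAP/TEAD targets were so for 7 of 18 (10 over the list alone), such as CCN2 at 0.54 (adjusted p = 1.41e-07), fibroblast markers for 4 of 7, also over the list alone (adjusted p = 0.000389), and antigen presentation for 3 of 13 (5 over the list alone), such as TAPBP at 0.35 (adjusted p = 0.00160). ERBB receptors and their regulators passed with 1 of 10 called, also over the list alone, the ubiquitin ligase CBLB at 0.42 (adjusted p = 0.00842), and NF-kB and inflammatory cytokines with 4 up and 1 down of 17 (5 and 1 over the list alone; adjusted p = 0.0471). Cholesterol synthesis was more negative on the days for 2 of 18 (5 over the list alone; adjusted p = 0.000389) and histone genes for 3 of 13, also over the list alone (adjusted p = 0.000943). ERK pathway output passed downward with 7 down and 1 up of 21 (7 and 2 over the list alone), with a mean of -0.067 but a median of 0.012 (adjusted p = 0.00678). All 9 held with an estimated correlation. In total 890 genes differed between the windows, 539 more positive and 351 more negative on the days, and 482, 377 and 482 without replicates 1, 2 and 3. Of the genes called in the windows 376 were called in both, 148 upward (38.5 by chance), 166 downward (45.2 by chance) and 62 in opposite directions. Time 0 and the early window also shared more than chance gives, 26 upward (6.63 by chance) and 44 downward (9.18 by chance), with 8 opposite. Time 0 and the late window shared 16 upward (12.0 by chance) and 38 downward (9.18 by chance), with 32 opposite.

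A linear trend of the difference between arms over days 1 to 7 was tested per day. PI3, an elastase inhibitor, gained 0.21 ± 0.023 per day, COL3A1 0.20 ± 0.030 and the metallothionein MT2A 0.18 ± 0.030. The uroplakin UPK3B changed by -0.18 ± 0.028 per day, the macrophage elastase MMP12 by -0.18 ± 0.024 and PLAC8 by -0.17 ± 0.018. EGR1 had a slope of 0.14 ± 0.026 per day (adjusted p = 0.000346, and 0.0774 without replicate 3). SPRY4 had a slope of 0.11 ± 0.022 (adjusted p = 0.000932), whose call was lost without replicate 1 or 2 (0.0754 and 0.0844) and with the mean of its probes (0.540). Both genes were lower with cetuximab on average over the days, at -0.99 and -0.27. Their positive slopes thus stand for differences that became less negative. The largest adjusted p among the first 6 (limma) was 2.80e-05, for MT2A. In total 171 genes had a trend, 75 upward and 96 downward, against 1400 with an unadjusted p under 0.05. Without replicates 1, 2 and 3 the count was 60, 46 and 85.

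A test over all 14 times after time 0 asked which genes differed at any of them, and 1356 genes passed (limma). TAGLN had an adjusted p of 6.51e-31, IL1RL1 of 1.29e-26, EGR1 of 3.56e-23 and FOS of 2.63e-14. EGFR had 0.345, MKI67 0.815 and CDH1 0.0385. The count was 640, 294 and 671 without replicates 1, 2 and 3 and 2039 with array weights.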

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

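The test of fibroblasts was chosen only after the result was seen; the tests between windows and over days and the splits were planned. Groups of 3 arrays were not tested for far-off samples.

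The response differed between the windows, late minus early, for 890 genes, a difference tested in the model. On the days TAGLN lay higher by 1.23, RNA28SN5 by 0.98, THBS1 by 0.85, DIO2 by 0.79 and CLIC3 by 0.72 relative to the early window. IL1RL1 differed by -0.91, HAS3 by -0.75, SERPINB3 by -0.75, CA12 by -0.71 and MMP1 by -0.69. A random assignment of arrays to the arms can be excluded for this count. The real one was 890 and the highest of the other splits 1, so that 1 of 100 splits gave as many. Without replicates 1, 2 and 3 the count was 482, 377 and 482.

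The response trended over days 1 to 7 for 171 genes, also tested in the model. Per day, PI3 gained 0.21, COL3A1 0.20 and MT2A 0.18, while UPK3B changed by -0.18, MMP12 by -0.18 and PLAC8 by -0.17. A random assignment of arrays to the arms can be excluded here too, with 171 in the real split and 92 in the highest other. Only 1 of 100 splits was as large, the real one. The count fell to 60, 46 and 85 without replicates 1, 2 and 3.

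COL3A1 and other fibroblast markers were higher with cetuximab over the days, by 0.63 for COL3A1, and fibroblasts in the treated cultures are a candidate source. The highest upper 95% bound of the late differences of COL1A1, COL1A2 and DCN, abundant in fibroblasts, was 0.21 over all their probes. These probes lay at background, with means between 3.5 and 4.5, so the bound excludes nothing. Fibroblasts and a response of the BxPC-3 cells to the antibody, the explanation that the design gives, cannot be told apart here.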

How the results depend on the processing

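Measured relative to time 0, leaving out single times or arrays, and the base of controls from time 0 to 2 h were chosen after the data were seen; the other alternatives were planned. Beyond the counts, alternatives were run for genes named for a contrast or always named, and for lists of both windows and the controls. Genes named only as members of a list were not rerun. Of those rerun, none that passed reversed direction under median centring, no filter, the replicate block (alone or with pairs) or without a replicate. Nor did genes under quantile normalization or the mean of probes, or lists with an estimated correlation or fry. The other alternatives, the windows relative to time 0 among them, were run for counts only. Of the counts under alternatives, 186 stayed within 1.5 times the value in the report and 91 moved beyond it. For the genes rerun, 1604 values kept their side of the threshold, 95 lost the call and 9 gained one. For the lists rerun, 829 values kept their side, 15 lost the call and 26 gained one. Median centring, quantile normalization, the stricter filter, the mean of probes and the trended robust prior kept the counts of both windows within 1.5 times. Most probes lay near background, with 60.8% of values between 3.5 and 4.5, where differences are compressed, so that differences of dim genes are understated and a gene near background that did not pass cannot be called unchanged. Where not otherwise said, the cause was not tested.

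Treated and control arrays with the same replicate number and time deviated from their group means together by over 0.1 (correlation across genes, which are not independent) in 26 of 43 pairs, with a median of 0.130 and a range of -0.036 to 0.573. In 34 of 43 pairs the treated array correlated best with the control of its own number, a hint from the data and not from the design. The replicate block, which takes the replicate number as a fixed term, gave 1384 genes in the early and 1796 in the late window, 3 at 5 min and 2 at 10 min. By set of times it gave 297 genes with a trend and 2104 at any time. With pairs as a block it gave 507 at time 0, 9 at 5 min, 4 at 10 min, 76 at 1 h and 27 at 4 h. CXXC5 at 2 h then stood at 0.32 (adjusted p = 0.483, limma). The adjusted p (limma) was 0.0788 for SNORD104 at 30 min, 0.0590 for NRP1 at 4 h and 0.0795 for interferon-stimulated genes in the early window. Array weights gave 2039 genes at any time.

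Median centring gave 0 genes at 10 min, and no filter, which tests more genes, gave 0 at 10 min, 3 at 30 min, 123 at 4 h and 38 at 8 h (limma; at 10 min 861 genes had an unadjusted p under 0.05 in the report's model). With only the arrays of the groups compared, a smaller number of residual degrees of freedom by construction, there were 48 genes at time 0, 0 at 5, 10 and 30 min, 1, 2, 4 and 8 h, and 1, 15, 71, 110, 39, 15 and 16 on days 1 to 7. Relative to time 0 there were 162 genes in the early and 465 in the late window, where the noise of the 6 arrays of time 0 enters every difference. In the early window 3 lists passed with an estimated correlation and 11 with fry, which tests no list against other genes.

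Leaving out a replicate number or a time of the window, which leaves fewer arrays, gave 309 to 1188 genes in the early window, 920 to 1685 in the late window, 377 to 873 between windows, 46 to 175 with a trend and 294 to 1293 at any time. The lowest early, late, between-window, trend and any-time counts came without replicate 2. At single times the range was 42 to 305 at time 0, 0 to 3 at 5 min, 0 to 1 at 10 min, 0 to 16 at 30 min, 1 to 39 at 1 h, 7 to 50 at 2 h, 9 to 159 at 4 h and 0 to 63 at 8 h. It was 52 to 175 on day 1, 58 to 241 on day 2, 121 to 318 on day 3, 157 to 375 on day 4, 53 to 140 on day 5, 17 to 95 on day 6 and 40 to 167 on day 7.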

Other observations

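The tests of the difference at time 0 and of the small early shifts were chosen only after the results were seen; the test of culture time and the splits were planned.

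Some lists had members moving both ways on the days. Squamous differentiation genes rose in 4 and fell in 5 of 18 cases (5 and 6 adjusted over the list alone): the cornified envelope genes SPRR1B and SPRR1A stood at -0.40 ± 0.054 and -0.35 ± 0.034, the elastase inhibitor PI3 at 0.38 ± 0.046 and the keratin KRT16 at 0.31 ± 0.053, and the list's adjusted p was 0.482 (limma). Other receptor tyrosine kinases rose in 1 and fell in 3 of 14 cases (1 and 3 over the list alone), EPHA1 at -0.27 ± 0.035, MST1R at -0.26 ± 0.041, AXL at 0.19 ± 0.036 and MERTK at -0.19 ± 0.043. Among p53 targets the growth factor GDF15 stood at -0.27 ± 0.039 and GADD45A at 0.19 ± 0.045, and among ATF4 and amino acid stress genes the synthetase WARS1 at -0.23 ± 0.032 and PHGDH, which starts serine synthesis, at 0.19 ± 0.035. In S phase genes UHRF1, which maintains DNA methylation, stood at -0.19 ± 0.039 and TK1 at 0.12 ± 0.033. The median and mean of a list that did not pass differed in sign for ATF4, p53 and squamous lists in the early window, for antigen presentation at time 0, for epithelial, autophagy and housekeeping lists in the controls, and for EGFR ligands, p53, epithelial, oxidative phosphorylation and ribosomal protein lists in late minus early.

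The arms differed at time 0 for 316 genes. Exposure to the antibody before harvest would leave the difference in place at 5 and 10 min, but there the median ratio to time 0, in the replicate left out, was 0.147 (0.0953 to 0.194), which argues against it. A single wrong label or array would leave nothing in some replicate left out, but the lowest median signed difference was 0.299 (highest 0.573). A moment of a transient in untreated cells cannot be told apart, because 40% of genes (31.0 to 49.8) changed from control time 0 to 5 min in the sign of the difference and no value excludes another moment. The difference may also reflect cells further along the course that controls take, since 71.8% of the genes had the sign of the later change of the controls against 53.3% of all genes, but FOS, higher at time 0 by 1.51 though it fell in controls, and cholesterol synthesis genes, with a median of -0.14 at time 0 (adjusted p = 0.000136) and 0.49 in controls, go against it, as does the median of squamous differentiation genes, at -0.18 and 0.23, the latter not past the test.

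The small shifts of the early window, shared by its times, might be a fixed difference between the arms that needs no exposure, or a response that builds up. The ratio of the median signed contrast at time 0 to that at 5 min, 30 min, 2 h and 8 h was 0.688 (0.455 to 1.00), in genes chosen on the other times, so that a fixed difference cannot be told apart from a response for part of the shift. The median signed contrast was 0.079 at time 0, 0.11 at 5 min, 0.088 at 30 min, 0.11 at 2 h and 0.15 at 8 h, where it exceeded time 0 by 0.068 (0.029 to 0.11), so it was larger at 8 h than at time 0 but did not rise steadily, and most of it was there at 5 min. A biological response to the antibody stays open for what the shifts add to the difference at time 0. At time 0, when the antibody was added, 71.2% of these genes already had the same sign, and at 5 min 83.6%.

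A hypothesis written before the result was seen was that treated cells run ahead of or behind the controls in culture time. The correlation across genes, which are not independent, between the contrast of the arms and the course of the controls over days had a median of 0.215 over days 2 to 6 (0.133 to 0.383), on the side of treated cells ahead, so this could account for part of the response. Against it, the median change of controls from time 0, given for day 1 and day 7 (their difference was not tested), was lower on day 7 for mesenchymal genes (-0.037 and -0.56), YAP/TEAD targets (-0.34 and -0.44) and G2/M and mitosis (1.72 and 1.25), which were higher with cetuximab. It was higher on day 7 for cholesterol synthesis (0.25 and 1.06), fatty acid synthesis (0.15 and 0.47), ERK pathway output (-0.54 and -0.48) and immediate early genes (-2.65 and -2.31), which were lower with cetuximab, and for the other lists that passed it moved in the sign of the response. EGR1 too goes against it: in controls it stood at 7.00 on day 1 and 7.77 on day 7, a rise, while it was lower with cetuximab.

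A random assignment of single arrays to the groups can be excluded where 1 of 100 splits was as large, the real one. This holds for the genes of the early window (1280, highest other split 2), the late window (1700, 27), any time (1356, 162) and the controls (5866, 3436). It also holds for the number of lists in the late window (17, 14) and the controls (20, 18). The splits cannot exclude a chance difference between cultures, because the labels do not say whether replicates came from separate cultures. For the number of lists in the early window 2 of 100 splits gave as many, with 6 in the real split and 6 in the highest other. That share lies under 0.05. Since other splits called up to 14 lists in the late window and 6 in the early window, passing the test does not by itself secure any single list. At single times 3 arrays against 3 make 10 splits, too few for a share under 0.05. The real count and the highest other were 316 and 10 at time 0, 1 and 0 at 5 min, 1 and 1 at 10 min, where 2 of 10 splits were as large, 16 and 0 at 30 min, 39 and 3 at 1 h, 52 and 2 at 2 h, 218 and 2 at 4 h, and 64 and 4 at 8 h. On days 1 to 7 they were 179 and 2, 239 and 1, 315 and 1, 377 and 0, 141 and 1, 92 and 0, and 169 and 8. Splits of the controls that called up to 3436 genes point to a structure of the samples, the change from time 0 to the days.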
